A study of Homo sapiens with 2 samples. Its data were reported in "TFAP2 paralogs regulate melanocyte differentiation in parallel with MITF" (2017).

How the data were processed

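Chromatin immunoprecipitation followed by sequencing (ChIP-seq) recovers the DNA fragments that a protein is crosslinked to. It was carried out on human primary melanocytes, the pigment cells of the skin, with an antibody against the transcription factor TFAP2A, and with IgG as the control. The labels give 2 samples in 2 groups, 1 sample per group. The labels name a mouse IgG as the control, and the methods of the study name a goat IgG, a mouse IgG and an input control; which of these served as the background for the peak calls is not given in the sources used here. The peak list of the TFAP2A sample was analysed. The control library itself was not analysed here.

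Per the labels and the methods of the study, the authors sequenced 50 bp SOLiD reads, aligned them to the human genome build hg19 with LifeScope, and called peaks with SPP on the TFAP2A library at a false discovery rate (FDR) of 0.05. Versions of the aligner and the caller are not given in the sources used here. The deposited list gives for each peak an interval, a summit, a score and the −log10 of the FDR. The score is the authors' value from the peak caller, a measure of enrichment over the control in arbitrary units, and was used only to rank, describe and filter peaks within this list. The −log10 FDR values are also the authors' own, and the lowest one matches their FDR setting of 0.05. The study states a total of mapped reads, but the list holds no read counts, so the depth behind a peak cannot be read from it and no limit of detection can be given for a locus without a peak. Positions are given 1-based in hg19.

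The list was compared with the GRCh37 reference sequence and with GENCODE release 44 mapped to GRCh37. Of the nuclear intervals, 0 passed a chromosome end in this reference, and 0 of the 201 bp windows around nuclear summits held an unknown base. A listed mitochondrial interval ended at base 16666, past the 16569 bp of the mitochondrial sequence in the reference, so the 17 mitochondrial peaks were described but not compared with sequence or annotation. All other comparisons used the 13678 peaks on nuclear chromosomes. Each listed line was treated as 1 peak, although 5 lines repeated an interval with another summit. Counts per chromosome are given for the 22 autosomes.

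Each summit was assigned to the first of these features that it met: promoter (1 kb upstream to 100 bp downstream of an annotated transcription start site, TSS), transcription termination site (TTS, 100 bp upstream to 1 kb downstream), exon, intron or intergenic sequence, over all annotated transcripts. The peaks of each chromosome were also placed at random on its known bases 1000 times. Random placement takes no account of how well reads map to a region. Genes were associated with peaks by the rule the study used in GREAT: a basal domain 5 kb upstream and 1 kb downstream of the TSS, extended by up to 100 kb each way as far as the neighbouring basal domain. Here the TSS was the most upstream annotated 5' end of each of 20163 protein-coding genes. For a gene with inner promoters this end can lie far from the promoter in use, so distances to the nearest annotated TSS of any transcript are given where they differ.

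A list of 27 genes of melanocyte development and pigmentation and a contrast list of 20 genes of other tissues were fixed before the data were examined. Each list was set against 10000 random lists of the same size, drawn within 20 classes of domain length. The study discussed some of the pigmentation genes because of peaks in this library, so this list is not independent evidence. The genes named are those of both lists, apart from some of the contrast list whose results are not reported here, the genes nearest to the 10 highest-scoring peaks, and the 5 genes with the most associated peaks. Other genes and peaks that are named were chosen after their values were seen, and this is said where they appear.

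The TFAP2 motif was GCCNNNGG on either strand within 100 bp of the summit. Its control was a pair of windows of the same width centred 2 kb to each side. Further controls were each peak's own sequence shuffled 5 times with every dinucleotide kept, and 5 random positions per peak with the same GC content over 201 bp. Peaks within 1 kb of a TSS of any transcript were called proximal, and the others distal. The other motifs were the M-box TCATGTG and the E-box CACGTG (bound by MITF and related factors), ACAAWG (SOX factors), TGASTCA (AP-1) and RCATTCC (TEAD factors), where W is A or T, S is C or G and R is A or G.

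With 1 sample per group there is no spread between replicates, so no p-value was computed and every difference is without a replicate check. Shares carry 95% exact Clopper-Pearson intervals over peaks or genes, and differences between shares carry Newcombe intervals. These cover counting error only, and neighbouring peaks are not independent. A ratio to a control carries the interval of the peaks' share divided by the control, which treats the control as fixed. The alternatives tried were a stricter FDR of 0.01, the peaks with scores above the median, merging of overlapping intervals, other definitions of promoters, domains and motifs, and other controls. All but one were fixed before the data were examined; the decoy motif against shuffled sequence was added after the data had been seen.

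The functions were tested on simulated data first. In 2000 windows from chromosome 20 chosen to lack the motif, with it then planted in 40% of them, the share found was 40%. This tests the search and not the rate of chance matches. All of 300 shuffled windows kept their dinucleotides. Of 1000 simulated summits, the promoter share planted and found was 40%. Domain membership was judged right at 100% of 16000 positions on simulated chromosomes. Of 1000 simulated shares, the exact interval covered the true value in 94.8%. Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9.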

Results

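To locate the sites that TFAP2A occupies in human melanocytes, the study immunoprecipitated chromatin from primary melanocytes with an anti-TFAP2A antibody and called peaks against a control. The TFAP2A sample yielded 13695 listed peaks with 13690 distinct intervals. There was 1 TFAP2A sample and 1 control, so none of the values below has a replicate check. The list holds no read counts, so the depth behind a peak cannot be read from it.

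Of the listed peaks, 13678 lay on nuclear chromosomes and 17 on the mitochondrial chromosome. Most intervals (85.1%, 11653) had the same width of 276 bp, and the widths of the nuclear peaks reached 471 bp. The nuclear intervals covered 0.123% of the known nuclear sequence. The authors' score had a median of 25.8 among nuclear peaks, with quartiles of 17.3 and 50.0 and a range of 13.0 to 2749. The 2025 nuclear peaks of other widths had a median score of 132, against 22.7 for those of the common width. The −log10 FDR reached 2.59, and 4050 peaks (29.6%) shared the highest value, so the score was used to rank peaks. At an FDR of 0.01, 9383 peaks (68.5%) remained. Merging overlapping intervals left 13497.

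Peaks were spread unevenly over the genome. The autosomes carried 4.98 peaks per Mb of known sequence. Chromosome 19 had the highest density, with 923 peaks or 16.5 per Mb, which was 3.32 times the density over all autosomes (95% interval 3.12 to 3.53). Chromosomes 22 and 17 followed with 12.5 and 11.1 peaks per Mb. The lowest densities were on chromosome 4 (2.34 per Mb) and chromosome 13 (2.57 per Mb). Chromosome 19 also had the most protein-coding genes per Mb (26.5), and chromosome 13 the fewest (3.37). Peaks were also close to one another. A neighbouring summit lay within 10 kb of 41.2% of the summits (40.4 to 42.0%), against 11.5% on average in 1000 random placements (lowest 10.5%, highest 12.7%). The alternative that moved this share most was the set of peaks with scores above the median, with 26.6% against 6.02% at random.

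The study asked whether TFAP2A peaks fall within genes or between them. Promoters held 6060 of the 13678 nuclear summits, or 44.3% (43.5 to 45.1%), which was 8.13 times the 5.45% found at random. Introns held 30.1% of the summits (29.3 to 30.9%), below the 52.1% found at random. Intergenic sequence held 13.9% (13.3 to 14.5%), below the random 33.6%. Exons held 5.97% and the regions around transcription termination sites 5.74%, against 3.43% and 5.33% at random. For promoters, introns and intergenic sequence, the observed shares lay outside the range of all 1000 placements. The promoter definition moved the promoter share most. With 2.5 kb to each side of the TSS it was 65.9% (random 18.7%). With protein-coding transcripts only it was 32.8%, and the intergenic share rose to 27.1%. Random positions with the same GC content as the peaks lay in promoters in 17.6% of cases, between the uniform placements and the peaks.

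**Figure D1:**
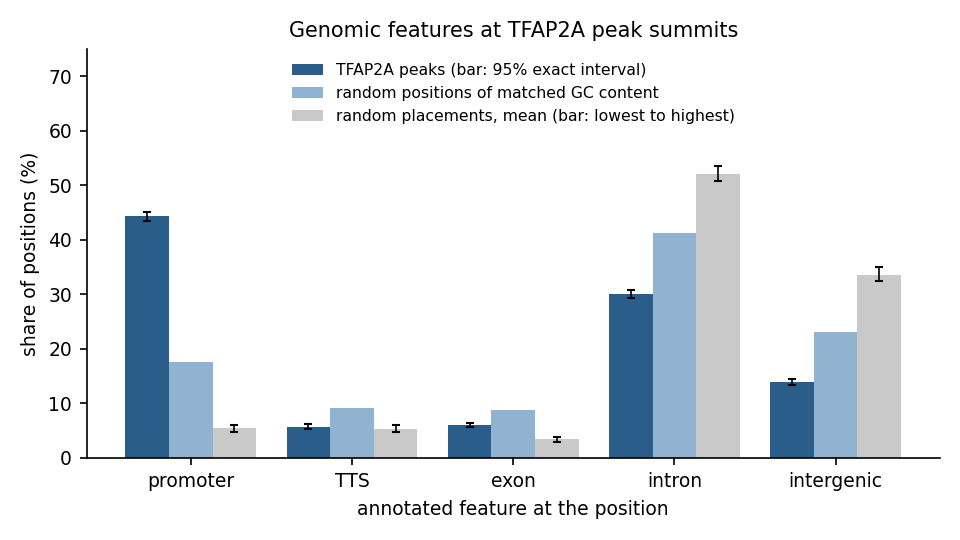
Share of positions (%) in each annotated feature for TFAP2A summits (dark blue, with 95% exact intervals), random positions of matched GC content (light blue) and random placements (grey, mean with lowest and highest of 1000). Promoters hold 44.3% of summits against 17.6% and 5.45% of the random positions, while introns and intergenic sequence hold fewer summits than random positions.

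Of the nuclear summits, 33.3% lay within 1 kb of the 5' end of a protein-coding gene, 53.3% within 10 kb and 87.5% within 100 kb. The median distance was 7607.5 bp, against 67139.5 bp in a single random placement. By the association rule with domains of up to 100 kb, 9383 of 20163 protein-coding genes (46.5%) had a peak; that this equals the number of peaks at an FDR of 0.01 is a coincidence. The count varied most when the peaks were limited to scores above the median, which left 6003 genes. A single gene was associated with 53.2% of the peaks, 2 or more genes with 34.4%, and no gene with 12.5%. The genes with the most associated peaks were SLC7A5 with 22 peaks, KLHDC4 with 18, SOX10 with 17 and TTYH3 with 15. BAHCC1 and FRMD8 had 14 each and tied for rank 5. Domains of neighbouring genes overlap, and SLC7A5 and KLHDC4 are neighbours on chromosome 16 whose domains share sequence.

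Genes of melanocyte differentiation were compared with other genes because the study sought direct targets of TFAP2A among them. Of the 27 pigmentation genes, 17 (63.0%, exact interval 42.4 to 80.6%) had an associated peak, against 46.5% of all protein-coding genes and a median of 48.1% in random lists matched on domain length. The list lay above 91.7% of the random lists and at or above 96.2% of them. Of the 20 genes of other tissues, 8 (40.0%, 19.1 to 63.9%) had a peak, against a random median of 45.0%; this list lay above 22.4% of its random lists. In this setting the intervals of both lists contain the share of all genes. In 4 of the 6 alternatives the interval of the pigmentation list lay above that share. The pigmentation share was higher than the contrast share by 22.96 points, with a Newcombe interval of -5.43 to 46.8 that contains 0. The interval of this difference lay above 0 in 2 of 7 settings: domains of up to 1 Mb (41.5 points, 13.4 to 62.3) and peaks within 10 kb of the 5' end (28.1 points, 0.407 to 49.6). The pigmentation share moved most with domains of up to 1 Mb, which gave 22 genes (81.5%) and a place above 98.7% of random lists. Under the other alternatives the list lay above 91.6% to 99.9% of random lists. The random lists were not matched on expression, for which no values were at hand. The study reported more promoter-proximal TFAP2A peaks at highly expressed genes. An excess tied to pigmentation therefore cannot be told apart here from one tied to expression in melanocytes.

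The pigmentation genes with associated peaks were SOX10 (17 peaks), TFAP2A (7), MLPH (6), PAX3 (5), IRF4, OCA2 and YY1 (4 each), EDNRB, PMEL, MC1R and TRPM1 (3 each), KIT, SNAI2 and RAB38 (2 each), and GPNMB, MREG and CDKN1A (1 each). The contrast genes with peaks included TNNT2 and NEUROD1 (2 each), and CD3E, MYH6, NPPA and UMOD (1 each). None was associated with ALB, APOA1, AFP, INS, GCG, PTPRC, MYH7, HBB, HBG1, GFAP, OLIG2 or SFTPC, although a peak with a score of 117 lay 919 bp downstream of an annotated TSS of SFTPC, outside its domain.

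At SOX10 the domain ran from 38354677 to 38447317 on chromosome 22, and 14 of its 17 peaks had the TFAP2 motif. The highest-scoring one (38415243 to 38415479, score 310) lay 31931 bp upstream of the SOX10 5' end, within an intron of POLR2F, a gene on the opposite strand that spans SOX10. A weaker peak (38380319 to 38380594, score 14.7) covered an inner promoter and a 5' UTR exon of SOX10, with its summit 42 bp upstream of an annotated TSS. At the TFAP2A gene itself on chromosome 6, the highest of 7 peaks (10411221 to 10411364, score 152) lay in an inner promoter. At PAX3 on chromosome 2, a peak (223163860 to 223164008, score 137) lay 220 bp upstream of the 5' end. At KIT on chromosome 4, a peak (55525011 to 55525130, score 108) had its summit 18 bp upstream of an inner TSS. At EDNRB on chromosome 13, the strongest of 3 peaks (78493712 to 78493875, score 181) lay in a 5' UTR exon, 101 bp downstream of an inner TSS and 55862 bp from the annotated 5' end. At OCA2 on chromosome 15, an intronic peak (28340965 to 28341221) had a score of 398, the highest in the pigmentation list. The only peak associated with MREG on chromosome 2 (216878303 to 216878517, score 360) lay in an inner promoter of MREG, within an intron of PECR.

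**Figure D2:**
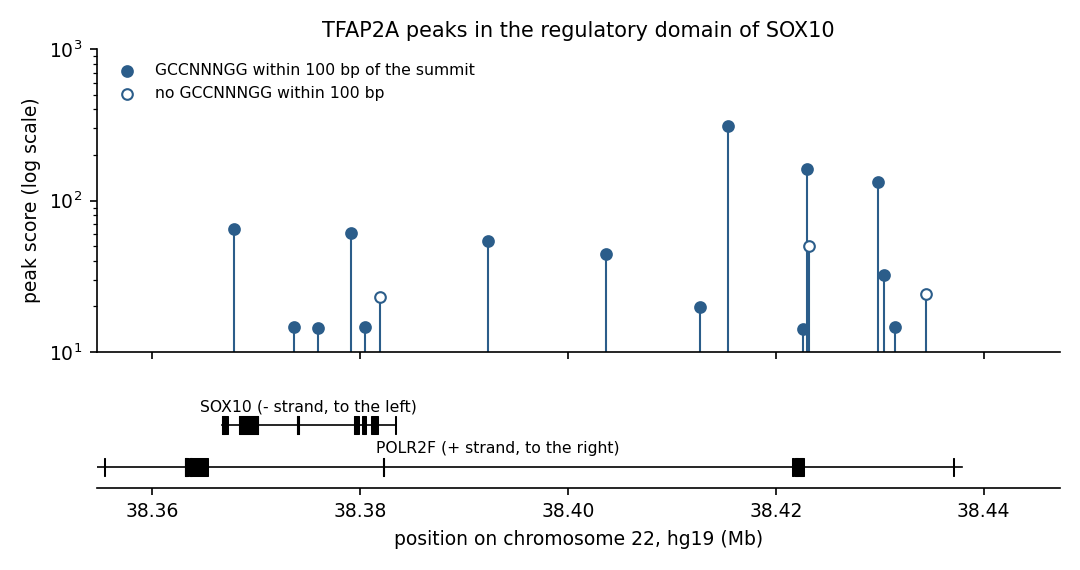
TFAP2A peaks in the regulatory domain of SOX10, each at its summit on chromosome 22 (hg19, Mb) with the authors' score on a log axis; filled points have GCCNNNGG within 100 bp of the summit and open points do not, and below are the protein-coding transcripts of POLR2F and SOX10 with exons as boxes. Of the 17 peaks, 14 have the motif, and the highest score (310) lies within POLR2F, 31931 bp upstream of SOX10.

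TRPM1 was singled out by the study for its promoter, and 3 peaks were associated with it on chromosome 15. The strongest one (31394134 to 31394393, score 237) had its summit 327 bp upstream of an inner TSS at 31393928 and 59108 bp downstream of the most upstream annotated 5' end, so that it lies both in a promoter and in an intron of TRPM1. Its interval held the sites GCCCCGGG (31394288 to 31394295) and GCCTGAGG (31394356 to 31394363) in the reference sequence, of which the former was within 100 bp of the summit. A second intronic peak (31394941 to 31395090, score 182) held GCCCCTGG (31395046 to 31395053) and CCCTGGGC (31395048 to 31395055), which overlap. The weakest (31379366 to 31379641) had a score of 14.4, near the lowest score in the list.

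No associated peak was listed for MITF, LEF1, TYR, TYRP1, DCT, MLANA, SLC24A4, SLC24A5, SLC45A2 or RAB27A. Without read counts at these loci, occupancy below the caller's threshold cannot be excluded at these genes from the list. For DCT, the study also tested a site by ChIP with quantitative PCR in human primary melanocytes. It reported no enrichment there. The nearest summit to any annotated TSS lay 191740 bp away for MITF and 571010 bp away for TYRP1. For SLC24A4, by contrast, an intronic peak (92923152 to 92923289 on chromosome 14, score 118) lay 4069 bp downstream of an inner TSS, and was outside its domain because it lay 134254 bp from the 5' end. For RAB27A a peak with a score of 16.9 lay in an intron 8724 bp from the 5' end, outside a domain of 6.001 kb. The peaks closest to MC1R on chromosome 16 were likewise outside its domain: an intronic one (89981745 to 89981929, score 137), and one (89985045 to 89985320, score 23.8) with its summit 87 bp upstream of an inner TSS.

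Among the 10 highest scores in the list, 9 belonged to mitochondrial peaks. The remaining one was at the promoter of FAM98B (chromosome 15, 38746134 to 38746443, score 2749), with its summit 53 bp upstream of the TSS. Of the next nuclear peaks, which were named after their scores were seen, the strongest lay in introns of RIN3 (chromosome 14, 93147466 to 93147742, score 1569.7) and SHANK2 (chromosome 11, 70496449 to 70496711, score 1517), and at the promoter of MYCBP2 (chromosome 13, 77901210 to 77901501, score 1492). The RIN3 and SHANK2 peaks had no TFAP2 motif within 100 bp of the summit.

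The study gave GCCNNNGG as the consensus site of TFAP2A. This motif was present within 100 bp of the summit in 10986 of 13678 nuclear peaks (80.3%, 79.6 to 81.0%), against 30.7% of the flanking windows 2 kb away, a ratio of 2.62. The peaks were richer in GC than the flanks (61.3% against 48.2%). Among the alternatives fixed before the data were examined, shuffled sequence lowered this ratio most and the palindrome GCCNNNGGC raised it most. In the peaks' own sequence shuffled with its dinucleotides kept, 65.9% of windows held the motif, which gave a ratio of 1.22 (1.21 to 1.23). Of random windows with the same GC content, 59.1% held it. A decoy with the same bases in another order, CGCNNNGG, was present in 44.3% of the peaks and 16.0% of the flanks, a ratio of 2.77. The ratio to flanks thus did not separate the motif from the decoy. Unlike the motif, the decoy always holds a CG dinucleotide (CpG), so the 2.77 can also follow CpG content. Against shuffled sequence the decoy's ratio was 1.02 (1.00 to 1.04). The palindrome GCCNNNGGC was present in 31.9% of the peaks and 6.78% of the flanks, a ratio of 4.71.

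The motif was centred on the summits. In 13666 peaks with complete sequence, GCCNNNGG occurred at 13.7 sites per kb within 20 bp of the summit and at 3.85 sites per kb at 800 to 1000 bp from it. The decoy occurred at 4.19 and 2.14 sites per kb.

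**Figure D3:**
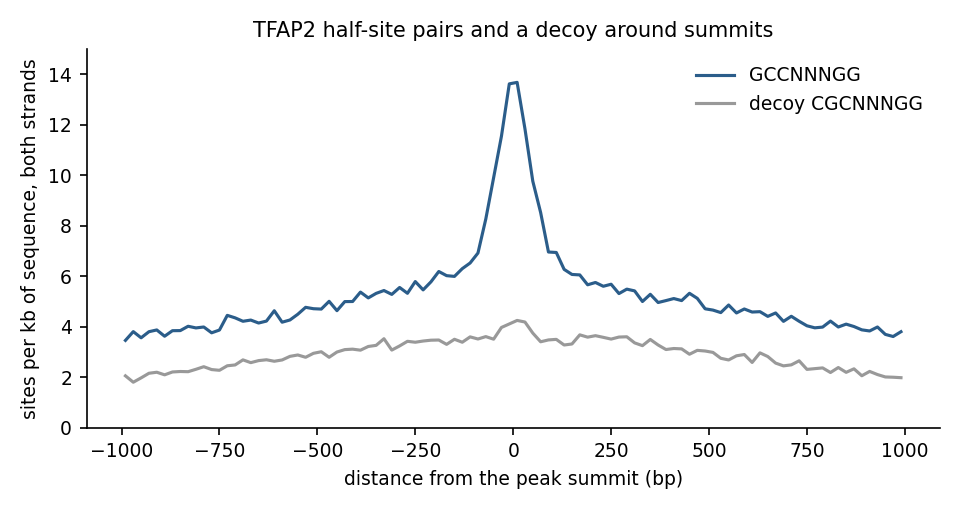
Sites per kb of sequence on both strands, in 20 bp bins, against the distance from the summit (bp) for GCCNNNGG (blue) and the decoy CGCNNNGG (grey) in 13666 nuclear peaks. The motif rises to 13.7 sites per kb at the summit from 3.85 at the edges, while the decoy goes from 2.14 to 4.19.

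The share with the motif rose with the authors' score. When the peaks were ranked by score into 5 classes of equal size, it was 71.3% (69.6 to 73.0%) in the lowest class, and 76.1%, 80.6% and 85.4% in the classes above it. In the highest class it was 88.1% (86.8 to 89.3%), a difference between the highest and lowest classes of 16.8 percentage points (14.7 to 18.9). Across peaks, which are not independent replicates, Spearman's rank correlation between score and motif was 0.159, and it was 0.128 within proximal and 0.189 within distal peaks. The difference moved most with windows of 50 bp to each side, where it was 22.4 points. The classes were not compared with shuffled sequence, so chance matches could account for part of the rise.

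**Figure D4:**
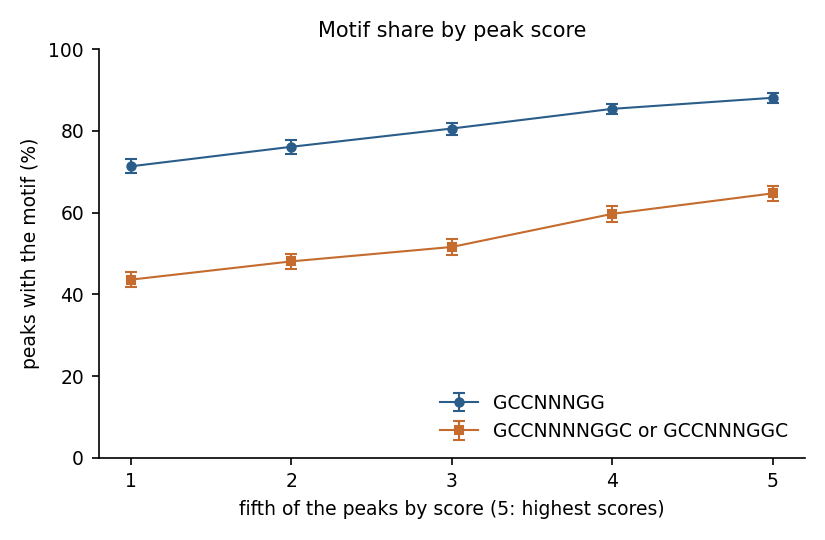
Share of nuclear peaks (%) with GCCNNNGG (circles) or with either palindrome GCCNNNNGGC or GCCNNNGGC (squares) in each of 5 classes of equal size by the authors' score, with 95% exact intervals. The share rises from 71.3% to 88.1% for the former, and from 43.6% to 64.7% for the latter.

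The study also compared peaks near promoters with those farther away. Proximal peaks numbered 7634 (55.8%) and distal peaks 6044. The motif was present in 83.0% of proximal and 76.9% of distal peaks, a difference of 6.06 percentage points (4.71 to 7.42). Relative to their own flanks the difference in excess was 12.7 points in favour of proximal peaks. Relative to shuffled sequence the direction was reversed, with an excess that was -5.13 points for proximal minus distal peaks (-6.49 to -3.77). Chance matches were more frequent in shuffled proximal than in shuffled distal sequence (70.8% against 59.6%), which leaves less room for an excess in proximal peaks. The share was also corrected for chance, as a fraction of the windows without a match in shuffled sequence. For GCCNNNGG it was then 41.7% (38.7 to 44.6%) in proximal and 42.8% (40.2 to 45.5%) in distal peaks, with overlapping intervals. For either palindrome, GCCNNNNGGC or GCCNNNGGC, it was 27.6% (25.8 to 29.4%) in proximal and 33.0% (31.2 to 34.7%) in distal peaks. The intervals for the palindromes did not overlap.

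The study had found motifs of other melanocyte factors in those TFAP2A peaks of mouse melanocytes that kidney and epididymis lacked. The E-box, by contrast, was reported as enriched in kidney and epididymis as well. Here, short consensus sequences of such factors and the E-box were counted in all human nuclear peaks. The E-box was present in 5.70% of the peaks, 1.97 times its share of the flanks (1.83 to 2.10), and the AP-1 motif in 5.42%, 1.83 times (1.71 to 1.96). The TEAD motif was present in 5.26%, 1.11 times (1.03 to 1.19), but with flanks 10 kb away its ratio was 1.07 (0.999 to 1.15), not distinguishable from 1. The M-box was present in 2.37%, and its ratio of 0.947 (0.848 to 1.05) was not distinguishable from 1, whereas with flanks 10 kb away it was 0.894 (0.8003 to 0.9956), below 1. The SOX motif was present in 14.8% of the peaks, 0.739 times its share of the flanks (0.710 to 0.770). Against shuffled sequence the SOX ratio was reversed to 1.22, and all of the other ratios rose, to 2.46 for AP-1, 2.44 for the E-box, 1.36 for TEAD and 1.31 for the M-box.

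Proximal and distal peaks differed in these motifs. In distal peaks the M-box was present in 3.69% (3.23 to 4.20%), 1.42 times the share of their flanks, and in proximal peaks in 1.32% (1.08 to 1.61%), 0.546 times. The AP-1 motif was present in 8.14% of distal peaks (2.52 times their flanks) and 3.27% of proximal peaks (1.19 times). The TEAD ratio to flanks was 1.32 in distal and 0.95 in proximal peaks, and the SOX ratio 0.946 and 0.584. The E-box had a ratio to flanks of 1.77 in distal and 2.20 in proximal peaks, although its share was higher in distal peaks (6.29% against 5.24%). Against shuffled sequence the E-box order was reversed, with 3.05 in distal and 2.04 in proximal peaks. With that control the SOX ratio was 1.22 in both sets, and the TEAD ratio was 1.41 in distal and 1.31 in proximal peaks. The M-box ratio was then 1.41 and 1.14, and the AP-1 ratio 2.77 and 2.01, so the differences seen against flanks depended on the control in size, and for the E-box in direction.

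**Figure D5:**
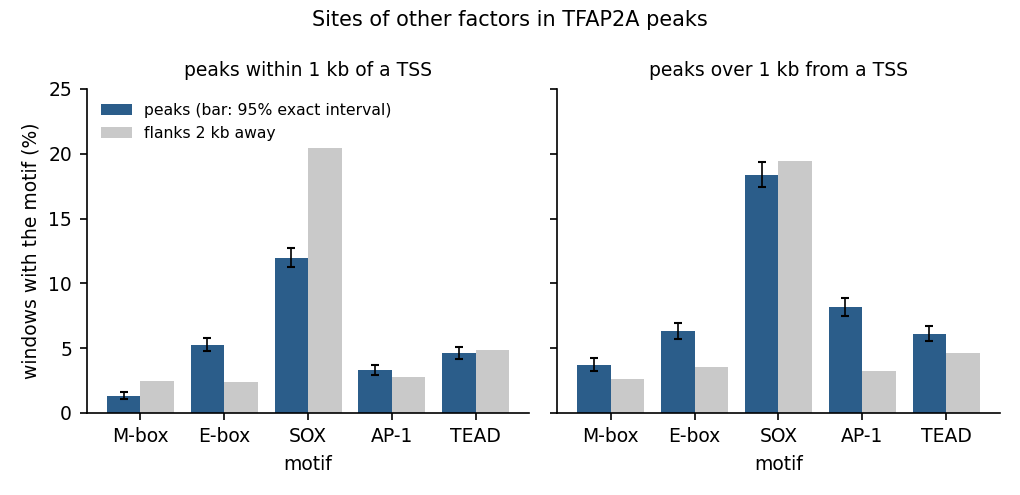
Share of windows (%) with each motif in TFAP2A peaks (blue, with 95% exact intervals) and in flanks 2 kb away (grey), for peaks within 1 kb of a TSS (left) and the others (right). In distal peaks the M-box (3.69%) and AP-1 (8.14%) motifs exceed their flanks, while in proximal peaks the M-box (1.32%) lies below them.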

Values the study reported

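The study reported 13,690 loci bound by TFAP2A in human melanocytes.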

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

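All tests in this part were chosen after the result was seen.

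The comparisons with annotation and sequence left out the mitochondrial chromosome, yet 17 listed peaks lay there, and 9 of them scored above every nuclear peak. The 2 highest scores, 1.59e+06 and 546772, belonged to intervals at the ends of the mitochondrial sequence as listed (15279 to 16666 and 1 to 753). The next score was 10059 (13586 to 15002), against 2749 for the highest nuclear peak. Of the lines that repeated an interval with another summit, 4 of 5 were mitochondrial.

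A high copy number of mitochondrial DNA, read along its whole length, may account for peaks there. Listed intervals covered 51.9% of the 16569 bp of the reference sequence, against 0.123% of the nuclear sequence. The number and width of the very peaks that raised the question fix this coverage, so a high copy number cannot be told apart from other causes by it. The ends of a circular molecule cut open in the reference may have raised the 2 highest scores, of which the lower was 54.4 times the third highest. These were the same 2 intervals that prompted the idea, so this cannot be told apart from another property of that region. The 2 highest and the 7 others were set apart only after the values were seen. For the 7 other mitochondrial scores above every nuclear one, the ends are excluded as the cause, since the highest of them (10059) reached neither end. A different amount of mitochondrial DNA in the control stays open, as the control library was not analysed here. No biological explanation was tested.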

How the results depend on the processing

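The decoy motif against shuffled sequence was the only alternative chosen after the data had been seen. No paired analysis was possible because each group had 1 sample. Over 98 alternative values, 40 stayed within the counting interval of the main value (or, for counts, within a factor of 1.5 of it), 56 moved beyond it, and 2 reversed a direction that the main interval had set. One of those that moved, the M-box ratio, also changed sides of 1, from a main value that was not distinguishable from 1. The counting intervals are narrow with 13678 peaks, so many of these shifts are small. Where nothing is said of it, the cause was not tested.

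At an FDR of 0.01 (9366 nuclear peaks), summits within 10 kb of another made up 33.0%, promoters 46.5% and introns 28.9%. The motif share was 84.0% and its ratio to flanks 2.79. The proximal minus distal difference was 3.77 points, its excess over flanks 10.7 points, and the AP-1 ratio 2.06. In the peaks with scores above the median (6839) the same values were 26.6%, 47.1%, 28.6%, 86.0%, 2.88, 3.36 points, 10.7 points and 2.11. There the intergenic share was 13.2% and 6003 genes had a peak. The fall in neighbouring summits and in genes follows from the smaller number of peaks.

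Merging overlapping intervals gave 39.7% of summits within 10 kb of another, and a distance of 2 kb gave 26.8%, which a shorter distance lowers by construction. Counting any overlap of an interval gave 48.0% in promoters and 26.6% in introns. Promoters of 2.5 kb to each side held 65.9%, leaving 18.2% in introns and 12.3% in intergenic sequence. Protein-coding transcripts alone gave 32.8%, 31.5% and 27.1%. These shifts follow from the wider or fewer features. In all of these settings promoters stayed above, and introns and intergenic sequence below, their random placements.

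Domains of up to 1 Mb raised the share of pigmentation genes with a peak to 81.5%, since longer domains take in more peaks. The share of other-tissue genes stayed within its wide interval in every setting, from 20% to 40%.

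The palindrome GCCNNNGGC was present in 31.9% of the peaks, with a ratio to flanks of 4.71, a proximal minus distal difference of 4.06 points, an excess over flanks of 5.88 points, and a difference between the highest and lowest of 5 classes by score of 11.4 points. For both palindromes together these were 53.5%, 4.52, 2.47 points, 5.60 points and 21.1 points. Within 50 bp of the summit GCCNNNGG gave 62.0%, 3.56, 3.06 points, 7.24 points and 22.4 points. In windows of 50 bp the E-box ratio was 2.22 and the SOX ratio 0.681. With proximal peaks taken up to 5 kb from a TSS, the excess over flanks was 5.40 points.

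Flanks 10 kb away gave a motif ratio of 2.91. Shuffled peak sequence lowered the motif ratio to 1.22, and raised those of the M-box from 0.947 to 1.31, the E-box to 2.44, AP-1 to 2.46 and TEAD to 1.36. The decoy was present in 44.3% of the peaks, with a ratio of 2.77 to flanks and 1.02 to shuffled sequence. Both reversals came with shuffled sequence: the excess of proximal over distal peaks in the motif became -5.13 points, and the SOX ratio rose from 0.739 to 1.22. GC content differs between peaks and flanks (61.3% against 48.2%), and shuffling removes that difference by construction.

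No read counts are in the list, so the effect of depth could not be measured. The lists of 27 and 20 genes limit the precision of their shares, with intervals of 42.4 to 80.6% and 19.1 to 63.9%.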

Other observations

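The tests of weak calls and of promoter signal in peaks without the motif, the test of collapsed repeats beside gaps, and the test of the decoy against shuffled sequence with its intervals were chosen only after the data or the result had been seen.

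GC content of the fragments was weighed as a reason for the excess of peaks in promoters. Random positions of the same GC content reached a promoter share of 17.6%, above the 5.45% of uniform placements but far below the 44.3% of the peaks. GC content may therefore account for part of the excess and is excluded as its whole cause. Open chromatin at promoters, which sonication and precipitation can favour without specific binding, stays open, because the control library was not analysed here.

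GC content was likewise weighed for the TFAP2 motif. Shuffled peak sequences held GCCNNNGG in 65.9% of cases and random windows of matched GC content in 59.1%, both below the 80.3% of the peaks, so composition is excluded as the whole cause. Part of the matches could still be chance matches in GC-rich sequence, since 42.3% of the peaks (40.3 to 44.2%) had the motif after correction for matches in shuffled sequence. For the decoy CGCNNNGG, whose ratio to flanks (2.77) was as large as that of the motif, the ratio to shuffled sequence was 1.02. GC and CpG content thus accounts for almost all of the decoy's ratio to flanks. Drawing the 2255 occupied blocks of 1 Mb again 1000 times, with their peaks and shuffles, gave an interval of 1.003 to 1.042, so a slight excess beyond that content remains.

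The spacing of the half-sites GCC and GGC sets the motif apart from composition. With 3 bases between them the ratio of peaks to shuffled sequences was 1.70 (1.66 to 1.74), and with 4 bases it was 1.59. With 1, 2, 5, 6 and 7 bases it was 1.14, 1.09, 1.13, 0.961 and 1.07. Shuffled sequences held each of these spacings about equally often, from 18.5% to 18.8%, so GC content is excluded as the cause of the preference. Binding of TFAP2 proteins to half-sites 3 or 4 bases apart is a candidate explanation, as a hypothesis.

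The M-box, one of the sites of MITF, was no more frequent in all peaks than in flanks. A candidate explanation is that GC-rich peaks hold fewer chance matches of a motif with A and T. The M-box was 1.31 times as frequent in peaks as in their shuffled sequences. The SOX, TEAD, E-box and AP-1 motifs also exceeded theirs, from 1.22 times for SOX to 2.46 for AP-1. Flanks were not shuffled, so the M-box ratio cannot decide whether GC content hid an excess. A further candidate is that promoter peaks hide an excess in distal peaks, and there the ratio to flanks was 1.42. The explanations are not exclusive, and the comparison in distal peaks could have come out the other way. The E-box, also bound by MITF and related factors, was 1.97 times as frequent in all peaks as in flanks. The study reported overlap of these peaks with MITF peaks, but MITF peaks were not used here. The M-box share was 2.38% in peaks without the TFAP2 motif and 2.37% in peaks with it.

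In 2692 peaks (19.7%) no GCCNNNGG lay within 100 bp of the summit. Weak calls near the threshold may account for part of these. The share without the motif fell from 28.7% in the lowest to 11.9% in the highest of 5 classes by score. These shares were not corrected for chance matches, so part of the fall could follow GC content. Weak calls are excluded as the whole cause, because peaks without the motif persisted among high scores: 107 of the 1000 highest nuclear scores, 11 of the 100 highest and 3 of the 10 highest had none. Signal at open promoters that does not need the motif was also weighed. A first comparison, in which promoters held 37.6% of the peaks without and 45.9% of the peaks with the motif, was set aside because chance matches follow GC content (57.8% against 62.1%). After correction for chance matches in shuffled sequence, 41.7% of proximal and 42.8% of distal peaks had GCCNNNGG, with overlapping intervals. For the palindromes with 3 or 4 bases the corrected shares were 27.6% (25.8 to 29.4%) and 33.0% (31.2 to 34.7%). The 2 measures part, so signal at open promoters cannot be told apart from binding to weaker sites. No biological explanation was tested.

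Peaks lay near assembly gaps more often than random placements. Within 100 kb of a gap of at least 1000 bp there were 416 peaks, against a mean of 250.4 and at most 283 in 100 placements. Collapsed repeats beside gaps could give false peaks that hold the motif only by chance. Of these peaks 76.9% (72.6 to 80.9%) had the motif, against 80.4% of the others. If the peaks beyond the random mean held the motif as often as shuffled sequences do, 74.6% would be seen, which lies in the same interval, so false peaks at collapsed repeats cannot be told apart from peaks like the others with this number of peaks. GC-rich sequence near gaps remains a candidate explanation. Of random positions with the GC content of the peaks, 3.91% lay within 100 kb of a gap, against 3.04% of the peaks (2.76 to 3.34%) and 1.83% of uniform placements.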
